# DNA methylome analysis provides evidence that the expansion of the tea genome is linked to TE bursts

**DOI:** 10.1111/pbi.13018

**Published:** 2018-10-15

**Authors:** Lei Wang, Yan Shi, Xiaojun Chang, Shengli Jing, Qunjie Zhang, Chenjiang You, Hongyu Yuan, Haifeng Wang

**Keywords:** DNA methylation, tea methylome, genome expansion, TE burst

## Abstract

DNA methylation is essential for gene regulation, imprinting and silencing of transposable elements (TEs). Although bursts of transposable elements are common in many plant lineages, how plant DNA methylation is related to transposon bursts remains unclear. Here we explore the landscape of DNA methylation of tea, a species thought to have experienced a recent transposon burst event. This species possesses more transposable elements than any other sequenced asterids (potato, tomato, coffee, pepper and tobacco). The overall average DNA methylation levels were found to differ among the tea, potato and tomato genomes, and methylation at CHG sequence sites was found to be significantly higher in tea than that in potato or tomato. Moreover, the abundant TEs resulting from burst events not only resulted in tea developing a very large genome size, but also affected many genes involved in importantly biological processes, including caffeine, theanine and flavonoid metabolic pathway genes. In addition, recently transposed TEs were more heavily methylated than ancient ones, implying that DNA methylation is proportionate to the degree of TE silencing, especially on recent active ones. Taken together, our results show that DNA methylation regulates transposon silencing and may play a role in genome size expansion.

## Introduction

DNA methylation is a stable epigenetic mark that is widespread among eukaryotic species. Extensive studies have shown that DNA methylation plays an important role in regulation gene expression and transposon silencing (Finnegan *et al*., 2000; Gehring and Henikoff, 2007). Unlike in animals, where methylation often occurs exclusively on CG sequences, in plants, methylation is common in three different contexts: CG, CHG (where H can be A, T or C) and CHH (Cokus *et al*., 2008; Feng *et al*., 2010; Lister *et al*., 2008). The maintenance of CG context methylation is functionalized by methyltransferase 1 (MET1), which is recruited to hemi‐methylated CG sites during DNA replication (Bostick *et al*., 2007). In contrast, CHG methylation is maintained by plant‐specific chromomethylase 3 (CMT3); this methylation is strongly associated with dimethylation of lysine 9 on histone 3 (H3k9me2), and CMT3 acts together with histone methyltransferase and SUVH5/6 to form a self‐reinforcing loop (Jackson *et al*., 2002; Lindroth *et al*., 2001). CHH methylation is established and maintained by CMT2, and like CHG methylation, it is associated with methylation in H3K9me2 regions (Gouil and Baulcombe, 2016). *De novo* establishment of DNA methylation in all three contexts is mediated by the RNA‐directed DNA methylation (RdDM) pathway guided by small RNAs and domains rearranged methyltransferase 2 (DRM2) (Cao and Jacobsen, 2002). Recent studies have showed that RdDM and CMT2 often complement each other. Moreover, CMT2 also plays a role in CHG methylation (Law and Jacobsen, 2010; Stroud *et al*., 2013).

Current knowledge of DNA methylation in plants is primarily based on studies of *Arabidopsis thaliana*, which has a compact genome and is relatively tolerant to significant reductions in DNA methylation. However, most plant genomes are much larger and possess an abundance of transposons (Dodsworth *et al*., 2015). Genome‐wide DNA methylation patterns may vary considerably, even among closely related plant species (Kim *et al*., 2015; Wang *et al*., 2018). Advances in DNA methylation sequencing have permitted the construction of the methylomes of many plant species, often profiled at single‐base resolution (Niederhuth *et al*., 2016). Comparative methylome studies have shown that genome‐wide average DNA methylation levels are positively correlated with genome size and TE contents (Takuno *et al*., 2016; Wang *et al*., 2018); thus, the larger the genome, the higher the DNA methylation level of the DNA.

Tea is one of the world's most important beverage crop, and provides a wealth of health benefits. Analysis of tea genome has revealed that this species experienced a burst event of transposable elements in its evolutionary past, and now possesses one of the largest genomes of all sequenced asteroid species (Wei *et al*., 2018; Xia *et al*., 2017). The availability of the tea genome allows us to explore the DNA methylation landscape at the whole genome level and to determine the relationship between DNA methylation and the abundance of transposons in the tea genome. To better understand the role of DNA methylation in the TE‐abundant tea genome, we present a single‐base resolution DNA methylation landscape of the tea by whole genome bisulphite sequencing. We found that the levels and patterns of DNA methylation are different from those found in other asterids, such as potato and tomato, and that CHG methylation level is significantly higher in the tea genome relative to other plant species. This fact is likely due to the presence of abundant repetitive DNA elements and the large overall size of the genome. In addition, average DNA methylation levels of TEs are reduced as the evolutionary ages increased, suggesting DNA methylation roles on silencing of recent active transposons.

## Results

### DNA methylation pathway‐related genes in the tea genome

Genetic studies of the model plant *Arabidopsis thaliana* have defined many of the key components involved in the DNA methylation pathways, including MET1, DRM2, CMT2, and CMT3 (Law and Jacobsen, 2010; Matzke *et al*., 2015). To comprehensively assess the function of these genes in tea, we searched the tea genome for homologs of *A. thaliana* methylation pathway‐related genes by using BLASTP and the HMM algorithm. We found that most of the DNA methylation pathway‐related genes found in *A. thaliana* are conserved in tea, including MET1, CMT2, CMT3 and DRM2 (Table 1). In addition, at least one copy of homologs of genes involved in the RNA‐directed DNA methylation pathway (RdDM), including SHH1, NRPD1, NRPE1, DMS3 and DCL2, were also found in the tea genome. Furthermore, RNA‐seq data showed that those genes were expressed (Table 1). 

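Expression was measured by RNA-seq of young leaf in 2 replicates. The protocol in the sample labels speaks of 3 libraries that were pooled for sequencing, while 2 RNA-seq samples are listed, and the paper's text does not say what separates the replicates, so the SD given here is that between the 2 deposited columns. For each replicate, the authors deposited the FPKM of every listed gene identifier of the tea genome, together with the mean of both replicates. FPKM is the number of fragments on a gene, divided by the length of the gene and by the number of mapped fragments in the library. The authors had mapped the reads with TopHat, kept only uniquely mapped alignments and quantified expression with Cufflinks, so reads that fit several near-identical genes equally well were not counted. The table used here lists 27554 genes, and all 37 genes of Table 1 are among them. No gene was at 0 in both replicates, while 1082 genes were listed at 0 in replicate 1 and 981 in replicate 2. The FPKM values summed to 1070174 in replicate 1 and to 1010900 in replicate 2. The number of fragments in each library is unknown, but the low values show the relative depth. Among the 4647 genes that were above 0 and under FPKM 1 in both replicates, the most frequent ratio of replicate 1 to replicate 2 was 1.10, with 203 genes in a bin of 0.005 against a median of 11 genes per bin. Equal small numbers of fragments give this ratio when replicate 2 held 1.10 times as many mapped fragments as replicate 1. Across genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) between the replicates was 0.964 and Spearman's rho was 0.949. The choice of the pseudocount moved r most, to 0.866 with a pseudocount of 0.01. Among the 20676 genes with a mean FPKM of at least 1, 3.76% differed by more than 1 on the log2(FPKM + 1) scale between the replicates. The mean of both replicates was used as the value of a gene. With 1 tissue and no other condition, no difference between conditions was tested.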

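All 37 genes of Table 1 had a mean FPKM of at least 0.5, the limit that Figure 2 uses for its lowest group, and all 37 also reached it in both replicates. The lowest mean was that of MET1 (identifier CSA018787), with an FPKM of 0.988 ± 0.172 (SD, n = 2), and at a limit of 1 it was the single gene to fall short, leaving 36. DCL4 (CSA011120) followed with 1.08 ± 0.0576. Among the other DNA methyltransferases, CMT2 (CSA032127) had an FPKM of 2.48 ± 0.413, CMT3 (CSA030966) of 3.81 ± 0.471 and DRM2 (CSA001531) of 13.1 ± 0.346. The replicates of CMT2 and CMT3 did not overlap, and DRM2 was over both in each replicate. In the RdDM pathway, SHH1/SHH2 (CSA015026) had an FPKM of 2.86 ± 0.153, DMS3 (CSA003130) of 3.27 ± 0.483 and DCL2 (CSA001781) of 3.49 ± 0.399. The values of DMS3, 2.93 and 3.61, and of DCL2, 3.20 and 3.77, overlapped between the replicates, although DCL2 was over DMS3 in each replicate. NRPD1 (CSA001027), the largest subunit of Pol IV, had an FPKM of 4.90 ± 0.146 and NRPE1 (CSA002792), that of Pol V, of 8.61 ± 0.0361, which is further apart than the replicates of either gene. AGO4 (CSA016856) was highest with 57.4 ± 1.60, 2.47 times the next gene, NRPE5 (CSA008802), with 23.3 ± 0.820. A mean FPKM of at least 10 was reached by 12 of the 37 genes. On the log2(FPKM + 1) scale, DDM1 (CSA030020) differed most between the replicates, with an FPKM of 2.83 in replicate 1 and 1.72 in replicate 2. Over the 37 genes, the SD was 5.37% of the mean at the median, and 22 genes were higher in replicate 1 and 15 in replicate 2. With 2 replicates, each SD is itself imprecise. From these values the paper states that the genes were expressed.

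**Figure D1:**
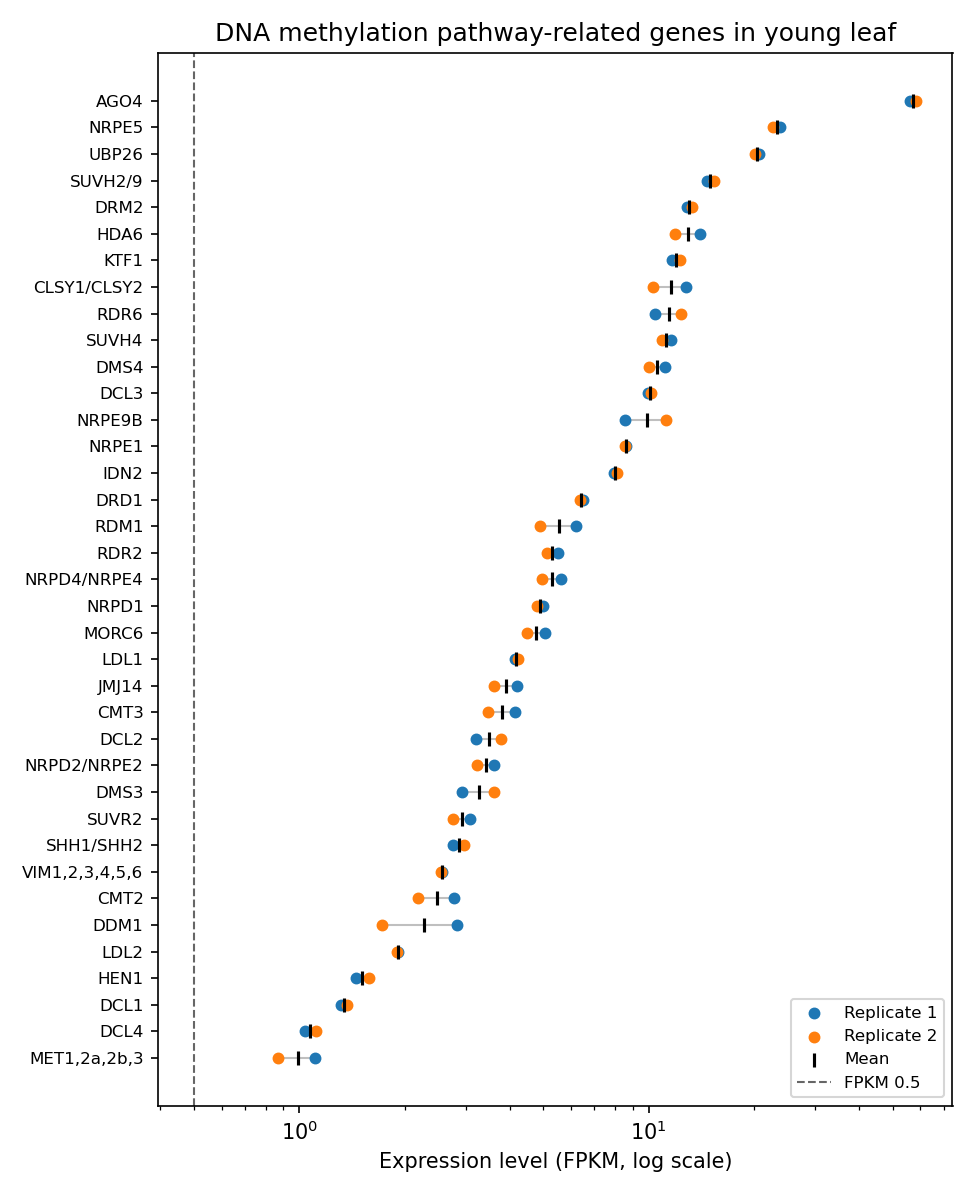
Expression level of the 37 genes of Table 1 in young leaf. The horizontal axis gives the FPKM on a log scale; points are replicate 1 and replicate 2, black ticks their mean, grey lines join the replicates, and the dashed line marks FPKM 0.5. All points lie to the right of the dashed line, from MET1 at a mean of 0.988 to AGO4 at 57.4.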

Taken together, our data suggest that the DNA methylation pathway is functional and conserved in tea.

**Table 1:** Putative DNA methylation pathway genes in tea tree

	Tea tree (*Camellia sinensis*)			
	Name (Arabidopsis)	Length (a.a)*	Orthologs	Expression level (FPKM)
MET1	VIM1,2,3,4,5,6	645	CSA002777.1	2.55959
	MET1,2a,2b,3	1534	CSA018787.1	0.987532
CMT3	SUVH4	624	CSA002812.1	11.2352
	CMT2	1295	CSA032127.1	2.48205
	CMT3	839	CSA030966.1	3.81276
Pol IV recruit	CLSY1/CLSY2	1256	CSA023919.1	11.5655
	SHH1/SHH2	258	CSA015026.1	2.85557
Pol IV	NRPD1	1453	CSA001027.1	4.89804
Pol IV+V	NRPD2/NRPE2	1172	CSA013061.1	3.41522
Pol IV+V	NRPD4/NRPE4	205	CSA033129.1	5.28803
Pol V	NRPE1	1976	CSA002792.1	8.60674
Pol V	NRPE5	222	CSA008802.1	23.2597
Pol V	NRPE9B	114	CSA022741.1	9.89088
Pol V recruit	DRD1	888	CSA033157.1	6.42526
	DMS3	420	CSA003130.1	3.2686
	RDM1	163	CSA033069.1	5.54529
	SUVH2/9	650	CSA033444.1	15.037
RdDM	RDR2	1133	CSA003297.1	5.3044
	DCL1	1910	CSA034540.1	1.34299
	DCL2	1388	CSA001781.1	3.48661
	DCL3	1580	CSA030036.1	10.0673
	DCL4	1702	CSA011120.1	1.0754
	HEN1	942	CSA016903.1	1.51594
	AGO4	924	CSA016856.1	57.3644
	KTF1	1493	CSA021730.1	11.9791
	IDN2	647	CSA020735.1	8.02238
	SUVR2	740	CSA021101.1	2.91624
	DMS4	346	CSA023931.1	10.5941
	UBP26	1067	CSA033342.1	20.4559
	DRM2	626	CSA001531.1	13.0907
	LDL1	844	CSA034653.1	4.18459
	LDL2	746	CSA000647.1	1.91191
	JMJ14	954	CSA018589.1	3.90207
Others	HDA6	471	CSA007759.1	12.977
	RDR6	1196	CSA020358.1	11.412
	MORC6	663	CSA024443.1	4.76682
	DDM1	764	CSA030020.1	2.27703

For each gene family, the length of protein indicates the longest protein in this gene family, and only one ortholog was identified in Tea tree genome.

### Genome‐wide profile of DNA methylation in tea

To explore single‐base resolution of DNA methylation in tea, we performed whole genome bisulphite sequencing (BS‐seq) of young leaf tissue. We used two independent biological replicates and generated 1.3 billion reads in total. BS‐seq reads were mapped to the *Camellia sinensis* var. *assamica* genome (Xia *et al*., 2017), and methyl‐cytosines were identified by BSMAP (Xi and Li, 2009). More than 70% of the total reads were uniquely mapped, yielding an average ~25 coverage sequencing depth of each replicate (Table S1). Meanwhile, approximately 80% of the total cytosines were covered by at least 1 read (Figure S1). A pairwise comparison of the methylation levels of 2 kb bins across the genome revealed that two biological replicates were well correlated in all three‐sequence contexts, indicating high reproducibility and adequate coverage of our replicates (Figure S2).

The genome‐wide landscape of DNA methylation of the first ten scaffolds are shown in Figure 1a. Consistent with Figure S2, we found that the DNA methylation patterns of both replicates were like one another along the entire length of the scaffolds, and that TE density was correlated with DNA methylation level. The genome‐wide average methylation of the CG, CHG and CHH contexts were 82%, 70% and 10%, respectively; these levels were much higher than those found in potato at CG and CHG sites (Figure 1b). We also observed that the position‐wise frequency of CG and CHG methylation showed bimodal distribution; this pattern was seen in both potato and tomato (Figure S3A). Moreover, highly methylated CHG sites (i.e. those with methylation levels >75%) were found in greater abundance than in potato and tomato. However, the proportion of methyl‐cytosines of the different contexts were similar among the three asterids genomes, and very different from the proportions found in other plant lineages, implying that the proportion of methyl‐cytosines is lineage‐specific (Figure S3B). The DNA methylation of symmetric sites (CG and CHG) was also found to be highly correlated highly in *Arabidopsis*, but the weak correlation of the CG and CHG sites has also been observed in a closely related relative, *Arabis alpina* (Willing *et al*., 2015). In tea, we also observed a weaker correlation of DNA methylation between two strands at CG and CHG sites than was found in potato and tomato (Figure S4). This suggests that the maintenance of both CG and CHG methylation is relatively weak. In addition, we found that CHG methylation was significantly higher than in both potato and tomato, and was comparable to other plants such as maize and Norway spruce (Ausin *et al*., 2016; Niederhuth *et al*., 2016). Recent studies have confirmed that the proportion of the genome composed of transposable elements and methylation levels of symmetrical contexts are both positively correlated with genome size (Takuno *et al*., 2016; Wang *et al*., 2018), partly explaining the high CHG methylation levels found in the tea genome.

**Figure 1:**
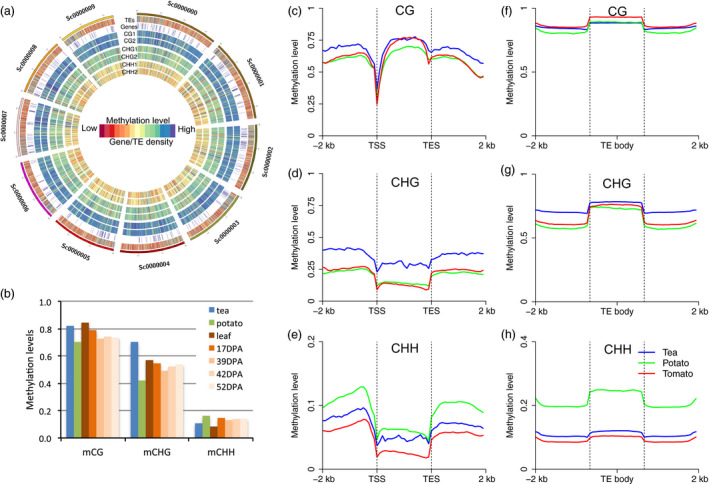
The DNA methylome landscape of tea tree. (a) The landscape of DNA methylation in the first 10 chromosomes of tea. From outer to inner: TE density, gene density, and methylation of CG rep1, CG rep2, CHG rep1, CHG rep2, CHH rep1 and CHG rep2. Blue indicates high methylation levels and high gene/TE density. Red indicates low methylation and low gene/TE density. (b) DNA methylation comparison between tea and other asterids, including potato and tomato (leaf, and fruit ripening stages: 17 days post anthesis (DPA), 39DPA, 42 DPA and 52DPA). (c–e). DNA methylation patterns of gene body and flanking regions in the CG, CHG and CHH sequence contexts. (f–h) DNA methylation patterns of transposon and flanking regions in the CG, CHG and CHH sequence contexts. In all cases, −2 kb indicates the 2000 bp upstream from transcriptional start sites (TSS), and 2 kb indicates the 2000 bp downstream from transcriptional end sites (TES). Upstream regions, gene bodies and downstream regions were divided into 20 proportionally sized bins to draw the metaplot.

Since genome‐wide average DNA methylation was very different among tea and other two asterids examined (potato and tomato), we compared the DNA methylation levels of genic and TE regions in tea, potato and tomato, and to investigate the relative patterns of DNA methylation in gene and TE regions in tea compared to potato and tomato. We found that both gene and TE methylation patterns were similar to patterns found in potato and tomato (Figure 1c–h), as well as in other plants (Feng *et al*., 2010; Niederhuth *et al*., 2016; Wang *et al*., 2015, 2018). As expected, we found that CHG methylation was higher in both gene body and TE regions compared to those in potato and tomato (Figure 1d,g), which is consistent with genome‐wide average DNA methylation comparisons (Figure 1b). In addition, we found that CHH methylation was similar in tea and tomato in both gene and TE regions, but was much higher in potato, which confirms the findings of a previous study (Figure 1e,h; Wang *et al*., 2018). Taken together, CHG methylation was the most different methylation comparing to other asterids plants, and might be related to abundant transposable elements contained in the tea genome.

### Association between DNA methylation and gene transcription

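The 27554 genes were divided into 5 groups by their mean FPKM in young leaf. Genes with an FPKM under 0.5 formed the first group, and the 22658 other genes were divided by rank into 4 groups of equal size. The first group held 4896 genes (17.8%) with a median FPKM of 0.156, and its median was 0.138 in replicate 1 and 0.132 in replicate 2 when the groups were formed in each replicate alone. The second group held 5665 genes from FPKM 0.500 to 2.55, with a median of 1.28. In the third group, 5665 genes lay between 2.55 and 6.65 with a median of 4.27, and in the fourth, 5664 genes lay between 6.65 and 16.1 with a median of 10.0. The fifth group held 5664 genes over FPKM 16.1, with a median of 31.9. The medians of the replicates differed by an SD of 0.00405 in the first group, 0.0139 in the second, 0.00629 in the third, 0.00339 in the fourth and 0.730 in the fifth (n = 2). The limit and the ranks were applied within each replicate, so the steps between groups arise by construction. These SDs compare the distributions of FPKM in the replicates and not the values of the same genes. Single genes were less stable. When the groups were formed in each replicate alone, 83.3% of genes fell into the same group in both, 15.4% moved by 1 group and 1.29%, or 356 genes, moved by 2 or more. The share that stayed was 92.1% in the fifth group, 87.5% in the first and 83.2% in the fourth, but 78.2% in the third and 75.9% in the second. The first and the fifth group each border on only 1 other group, so a higher share there is partly built in. The size of the first group depended on its limit and on the genes that were ranked. With a limit of 0.1 in place of 0.5 it held 1733 genes, and with a limit of 1 it held 6878. The highest identifier number is 36950, and if each of the 9396 numbers without a gene in the table used here stood for a gene at 0, a case considered after the data were examined, the first group would hold 14292 genes. Its median FPKM would then be 0, which has no logarithm, whereas Figure 2a draws the first group on a log scale. Values of 0 may have been left out of that drawing, so it does not settle whether such genes were in the first group. An FPKM of 0.5 or more in 1 of the replicates was found for 613 of its 4896 genes.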

To assess the relationship between DNA methylation and gene transcription, we first grouped genes into five groups according to their expression levels (Figure 2a). A positive correlation was observed between gene body CG methylation and gene expression levels (Figure 2b,c), but not between CHG and CHH methylation and expression (Figure S5). In addition, consistent with previous studies in other plant species (Li *et al*., 2012; Wang *et al*., 2015; Zemach *et al*., 2010; Zhang *et al*., 2006), moderately highly expressed genes were the most heavily methylated in the CG sequence context (i.e. the third and fourth groups of genes in this study), and not the group of genes showing the lowest expression (i.e. the first group of genes) or the group showing the highest expression (i.e. the fifth group of genes) (Figure 2c). Unexpectedly, we observed that promoter and downstream CG methylation in the fifth group of genes was hypo‐methylated relative to the methylation levels of the other groups of genes. In fact, the other four groups of genes showed no differences in both promoter and downstream CG methylation, implying that methylation of flanking and gene regions act together to regulate gene expression. Unlike CG methylation, a negative relationship was found between non‐CG methylation and gene expression, and the lowest expressed genes possessed the highest methylation levels in gene body regions (Figure 2d,e).

**Figure 2:**
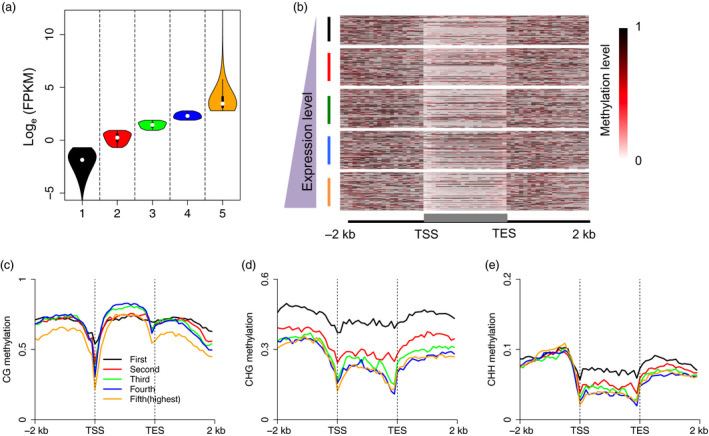
Association between DNA methylation and gene expression. (a) Genes were divided into five groups according to their expression levels. (b) CG methylation levels across gene body and flanking regions of the five groups of genes. (c–e) Association between gene expression and DNA methylation in the CG, CHG and CHH sequence contexts. Genes with FPKM value <0.5 were sorted into the first group, and all other genes were proportionally divided into the other four groups by their gene expression level. This meant that the fifth group of genes contained the highest expressed genes. Each upstream 2 kb, gene body, and downstream 2 kb region was divided proportionally into 20 bins, and average methylation levels were estimated for each bin.

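The fifth group spanned the widest range, from an FPKM of 16.1 to 221850, and held 91.1% of the sum of mean FPKM over all genes. The highest gene, CSA026348, had an FPKM of 236370 in replicate 1 and 207331 in replicate 2, and CSA025956 followed with 33930 and 39563. The files do not pair these identifiers with gene names. The fifth group also held the genes that differed most between the replicates on the log2(FPKM + 1) scale. On that scale the mean of a gene caps its difference, so the largest differences are possible only at high means. CSA005098 had an FPKM of 990 in replicate 1 and 3.45 in replicate 2, CSA017156 had 123 in replicate 1 and was listed at 0 in replicate 2, and CSA027119 and CSA010118 were listed at 0 in replicate 1 and had 393 and 317 in replicate 2. In all, 46 of its 5664 genes were listed at 0 in 1 of the replicates, and 100 genes fell into the first group in 1 replicate and into the fifth in the other. On the log2(FPKM + 1) scale the replicate SD of a gene was 0.47 in the fifth group, 0.40 in the fourth, 0.37 in the third, 0.36 in the second and 0.17 in the first, where the pseudocount holds the values together. The median size of the difference between the replicates had another order, with 0.12 in the fifth group, 0.12 in the fourth, 0.16 in the third, 0.21 in the second and 0.12 in the first, so a minority of genes made up most of the spread in the fifth group. Of the 37 genes of Table 1, 3 were in the fifth group (AGO4, NRPE5 and UBP26), 12 in the fourth, 15 in the third and 7 in the second.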

To further examine the relationship between DNA methylation and gene expression in different sequence contexts (CG, CHG and CHH) and in different genomic regions (i.e. in promoters, gene regions, downstream regions, see the Methods section for further explanation), we compared the methylation levels of lowly‐ and highly expressed genes in the CG, CHG and CHH sequence contexts in different genomic regions. Our results showed that lowly expressed genes were methylated to a significantly higher degree in the CG and CHG contexts of promoter regions (Mann–Whitney test, *P*‐value <0.001), but not in the CHH context in these regions (Figure 3a–c). In addition, the DNA methylation levels of gene body and downstream regions were also higher in lowly expressed genes compared to highly expressed genes. Conversely, we also classified genes into highly‐ and lowly methylated genes, and assessed whether these genes differed in expression level. We also included the methylation levels of different genomic regions in this analysis. Consistent with our results described above, we found that highly methylated genes were always expressed at significantly lower levels than genes that were lowly methylated. This was true for all genic regions in the CG and CHG sequence contexts (Mann–Whitney test, *P*‐value <0.001), but not for highly methylated promoter regions in the CHH sequence context (Figure 3d–f). Taken together, our data suggest that the relationship between DNA methylation and gene expression is complicated, and is also affected by sequence context and genomic region.

**Figure 3:**
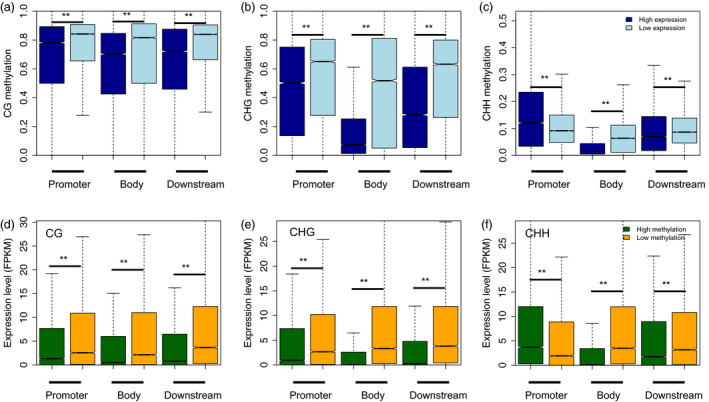
Association between gene expression and methylation at different genic regions. Comparison of methylation between lowly and highly expressed genes for the CG (a), CHG (b) and CHH (c) sequence contexts for each genic regions (i.e. promoter (upstream 2 kb), gene body and downstream 2 kb). Also shown are: a comparison of the expression levels between lowly‐ and highly methylated genes for the CG (d), CHG (e) and CHH (f) sequence contexts of each genic regions. Highly‐ and lowly expressed genes were defined as the one‐third of genes with the highest and lowest expression levels, respectively. Highly‐ and lowly methylated genes were defined as the one‐third of genes with the highest and lowest methylation levels with respect to each genic region, respectively. *P*‐values were calculated by Mann–Whitney tests, and double stars indicate a *P*‐value <0.001.

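With the mean FPKM of the 27554 genes, the lowly and the highly expressed genes numbered 9184 each. The lowly expressed genes had an FPKM of at most 1.87, a limit that was 1.82 in replicate 1 and 1.79 in replicate 2 (SD 0.0177, n = 2). The highly expressed genes had an FPKM of at least 9.04, with 8.99 in replicate 1 and 9.03 in replicate 2 (SD 0.0279, n = 2). The median FPKM was 0.444 in the lowly and 19.9 in the highly expressed genes, a ratio of 44.9. Of the lowly expressed genes, 53.3% were under FPKM 0.5 and 25.1% had an FPKM of at least 1. When both classes were formed in each replicate alone, 8450 genes (92.0% of the class) were lowly expressed in both replicates and 8617 (93.8%) were highly expressed in both. A further 157 genes were lowly expressed in 1 replicate and highly expressed in the other. The limits moved most with the set of genes that was ranked, to 0.206 and 5.70 when the identifier numbers without a gene in the table used here were counted as genes at 0.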

### Intragenic TEs induced increased DNA methylation of orthologous genes in the tea genome

The striking differences of DNA methylation levels between tea and other two asterids studied here, potato and tomato, are probably due to difference in TE contents in their respective genomes. We also found that, relative to potato and tomato, in tea both gene and TE regions were hypermethylated in the CHG sequence context (Figure 1d,g). To assess the effect of TE abundance on genome structure and DNA methylation, we compared the genomes of tea, potato and tomato and explored the collinear regions in these three genomes. We found that when comparing homologous regions of the tea genome always harboured more TE insertions than the other two species, resulting in tea genome reaching a larger size. Figure 4a shows collinear regions in tea, potato and tomato: in total, we found 128 kb homologous regions in tea, but only 83 kb, and 78 kb homologous regions in the genomes of potato and tomato, respectively. Detailed examination revealed 180 TE insertions in the homologous regions of the tea genome, but only 19 and 56 TE insertions in the genome of potato and tomato, respectively. To investigate the effect of TE insertions in orthologous genes of collinear regions among these three plants, we compared the DNA methylation levels of orthologous genes in tea, potato and tomato in the three sequence contexts. As expected, higher DNA methylation levels were observed in tea than in potato and tomato, and this was especially true in the CHG sequence context (Mann–Whitney test, *P*‐value <0.01) (Figure 4b,c). This finding was consistent with the genome‐wide DNA methylation and metaplot analyses of gene and TE regions, in which CHG methylation was also found to be much higher in tea than in potato or tomato (Figure 1b,d,g). We know that DNA methylation could spread from TE boundaries to closed gene regions, and that this generally results in increased DNA methylation levels of protein‐coding genes near to TE regions (Gent *et al*., 2013).

**Figure 4:**
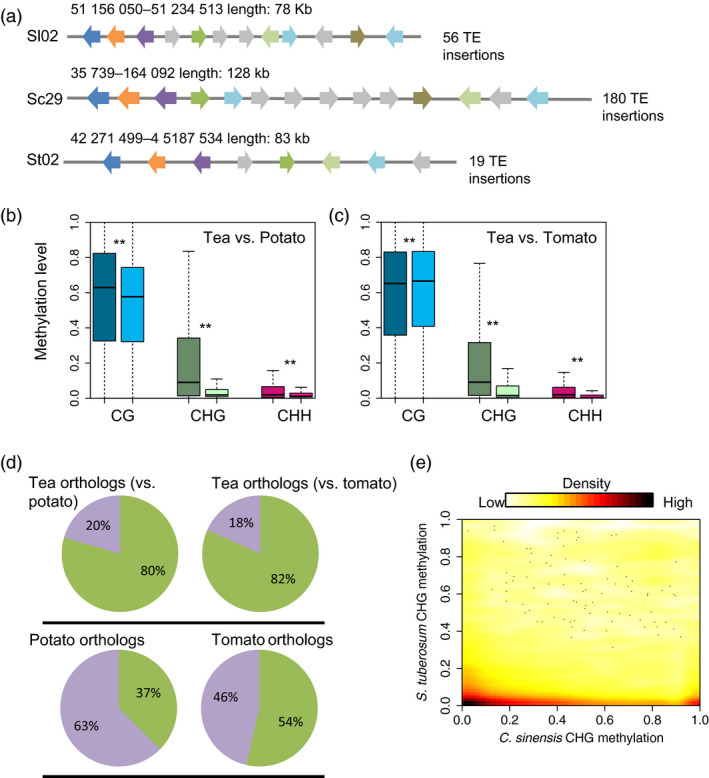
Comparisons of orthologous gene pairs in tea, potato and tomato. (a) A comparison of collinear regions of tea, tomato and potato. Orthologous gene pairs are indicated by the same colours, and the grey colour indicates non‐homologues genes. DNA methylation comparisons of orthologous gene pairs between tea and potato (b), and tea and tomato (c) are shown for all three sequence contexts. Double stars indicate Mann–Whitney test *P*‐value <0.001. Dark colours indicate the CG (blue), CHG (green) and CHH (red) sequence contexts in tea, and light colours indicate the same in potato and tomato. (d) Pie charts illustrating the percentage of TE‐associated (green) and non‐TE associated (purple) orthologous genes in tea and potato, tea and tomato, and their orthologous copies in potato and tomato, respectively. TE‐associated genes are defined as genes that overlap with TEs. (e) Distribution of CHG methylation levels of 20 990 orthologous gene pairs between tea and potato.

Next, we compared the proportions of TE‐associated genes in tea versus potato or tomato separately. We defined TE‐associated genes as those protein‐coding genes that overlap with TEs in their flanking 2 kb regions. Strikingly, we found more TE‐associated genes in tea than in potato or tomato (80% vs 37% in tea and potato, 82% vs 54% in tea and tomato) (Figure 4d). Interestingly, we found that many genes encoding secondary metabolites were enriched in TE‐associated genes. These genes included genes involved in caffeine metabolism (e.g. IMPDH, TCS, SAMS and AMPDA), flavonoid metabolism (e.g. 4CL, PAL, C4H, F3'H and FLS) and theanine metabolism (e.g. TS).

Recent studies have verified that the DNA methylation levels of homologous genes in different plants are often very similar to one another. This is especially true of CG and CHG methylation (Niederhuth *et al*., 2016; Takuno and Gaut, 2013; Wang *et al*., 2018), However, we did not observe this phenomenon in our comparison of tea with potato and tomato. On the contrary, we found that no correlation between tea and potato orthologs with respect to CHG methylation levels (Figure 4e). This finding was also true of comparisons between tea and tomato in all sequence contexts (Figure S6). In summary, our data imply that high levels of TE insertions can not only result in genome size enlargement, but also result in higher levels of DNA methylation than in closely related plants with low levels of TE insertions.

### Reduced DNA methylation levels of TEs along evolutionary ages

Recent studies have shown that recently duplicated genes were hypermethylated relative to older ones, and that duplicates show decreases in DNA methylation as evolutionary time passes (Keller and Yi, 2014). To explore the relationship between DNA methylation and TE insertion time, Kimura distances (Kimura, 1980) were calculated for all TE copies found in each family to estimate the age of TE insertion. Like the Ks value (synonymous substitution divergence), which estimates the age of duplicated genes, Kimura distance estimates are based on TE similarity: the presence of copies of TEs that are similar (i.e. a low Kimura distance) indicates recent insertion, while the presence of unique or divergent copies of TEs (i.e. a high Kimura distance) indicates that these TEs originate from relatively ancient transposition events. Consistent with a recent study regarding TE expansion in the tea genome (Xia *et al*., 2017), we observed a TE burst event around 20 Kimura distance (Figure S7). Like duplicated genes in human genome, we found a negative correlation between the age of TE insertion and DNA methylation level in all three sequence contexts (Figure 5a–c). Due to a TE burst event in the past (Kimura distance ~20), we found many TE copies with a Kimura distance of approximately 20. Among the three sequence contexts, the CHH methylation levels of different TEs showed greater reductions through evolutionary time (Figure 5d) than the CG and CHG methylation levels (Figure S8A,B). This implies that the RdDM pathway plays an important role in silencing recently active TEs but gradually loses its effectiveness in silencing more ancient ones.

**Figure 5:**
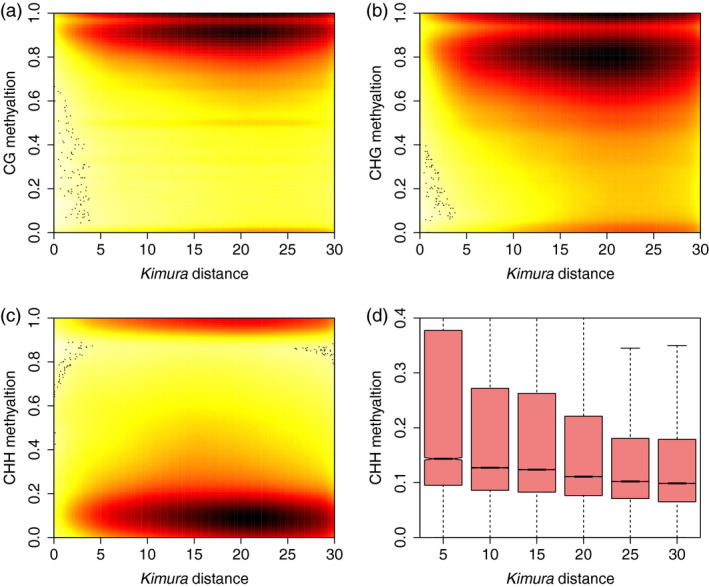
Association between the age of transposons and DNA methylation. A scatterplot showing the negative correlation between Kimura distance and CG (a), CHG (b) and CHH (c) DNA methylation. Kimura distance was used as a proxy for transposon age. (d) Boxplot showing the reduced CHH methylation of transposons as the Kimura distance increased.

## Discussion

In this study, we provide the first high‐resolution genome‐wide DNA methylation map of the tea genome. Tea has numerous healthy and medicinal benefits for humans due to its abundance of secondary metabolites (Wei *et al*., 2018; Xia *et al*., 2017). Given the important role that DNA methylation plays in the control of gene expression and transposon silencing, our data serve as an important resource for the scientific and agronomic community.

In present study, we first identified DNA methylation related genes and found most of them have at least one copy in tea tree genome, and RNA‐seq data showed relatively high expression level, which is consistent to our RT‐PRC results (Figure S9 and Table S2). These data suggest DNA methylation pathway is conserved and functional in tea tree genome. 

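The median FPKM of the 37 genes of Table 1 was 5.29, with 5.50 in replicate 1 and 4.89 in replicate 2 (SD 0.435, n = 2). The median over all 27554 genes was 4.55, and 21 of the 37 genes were over it. As a description of these libraries, the median of the list was set against the medians of 10000 random lists of 37 genes. It lay at percentile 66.6 of the lists drawn from all 27554 listed genes, of which 95% had a median between 1.97 and 8.65. No listed gene was at 0 in both replicates, and lists that also drew genes at 0 were not tried. Such lists would have lower medians, which would raise the percentile. The choice of the genes to draw from moved this most. Among random lists drawn from genes with a mean FPKM of at least 0.5, the median of the 37 genes lay at percentile 20.0. By the definition used in Figure 3, 13 of the 37 genes were highly and 4 lowly expressed. The RT-PCR measurements were not analysed here. From the presence and the expression of these genes, the paper proposes that the DNA methylation pathway is conserved and functional in tea.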

Comparative analysis of the methylomes of tea, potato and tomato revealed that a considerable proportion of the variation of DNA methylation occurs between species. The greatest difference in DNA methylation between these species was observed in the CHG sequence context, one hypothesis is that tea may have a more robust maintenance methylation mechanism for CHG sites than potato and tomato. But weak DNA methylation correlations between the two strands of DNA were found at symmetrical CG and CHG sites in the tea genome, implying that the methylation maintenance pathway at CG and CHG sites are not as robust in tea as they are in potato and tomato. Tea also has higher TE contents in general than in potato and tomato, and recent studies have shown that both CG and CHG methylation levels are significantly positively correlated with TE content and genome size (Niederhuth *et al*., 2016; Takuno *et al*., 2016; Wang *et al*., 2018). Thus, the other hypothesis is that the superabundance of TEs presented in the tea genome has resulted in higher CHG methylation than is present in potato or tomato. We also observed that CHG methylation levels in both gene and TE regions were much higher in tea than in potato and tomato, which also suggests an effect of genic TE insertions generated from a TE burst event. Furthermore, we also observed that many genes encoding secondary metabolism were TE‐associated genes, such as caffeine, theanine and flavonoid metabolic pathway genes. This implies that epigenetic modifications such as DNA methylation may affect tea flavour by regulating secondary metabolic pathways.

Examination of the DNA methylation of TEs from different evolutionary periods revealed that recent active TEs are heavily methylated, while methylation is reduced in older TEs. This indicates that in tea the average DNA methylation levels of TEs are negatively correlated with evolutionary time, as measured by Kimura distance. This finding is consistent with observations of duplicated genes in the human genome (Keller and Yi, 2014). Taken together, this study demonstrates that heavy CHG methylation is present in the tea genome (along with abundant TE contents), and that the variation in DNA methylation levels occurs through evolutionary time. Recently, non‐canonical DNA modifications have been identified and characterized in many eukaryotes (Greer *et al*., 2015; Liang *et al*., 2018; Zhou *et al*., 2018), such as N^6^‐methyladenine (also referred as 6 mA). In plants, 6 mA was also identified in Arabidopsis and rice, and both plants showed that 6 mA was associated with gene expression, suggesting its important roles on plant development. In rice, 6 mA also was correlated with 5 mC at CG sites in gene body regions, and is complementary at CHH site of transposon regions (Liang *et al*., 2018; Zhou *et al*., 2018). Therefore, future studies on DNA methylation should combine with more methylation modifications to comprehensively study their regulation on gene expression. Taken together, this study may help us to understand the extent of DNA methylation variation observed among plants, and tea in particular.

## Experimental procedures

### Kimura distance calculation and estimation of TE burst event

Kimura distance between genome copies and a consensus sequence from a TE library were determined by using the RepeatMasker pipeline. The rates of transitions and transversions were calculated on alignments and transformed to Kimura distance (Kimura, 1980) using the following equation: *K* = −1/2 ln(1−2*p*−*q*)−1/4 ln(1−2*q*). Here, *q* is the proportion of sites with transversions and *p* is the proportion of sites with transitions.

### BS‐seq data analysis

For tomato BS‐seq data (AC cultivar), we used public data (SRA accession SRR046092) from leaf and fruit of different ripening stages, for example, 17 DPA (immature), 39 DPA (mature green), 42 DPA (breaker) and 52 DPA (red ripe) (Zhong *et al*., 2013). For potato BS‐seq data (Atlantic cultivar), we downloaded data from GEO database (accession GSE86983; Wang *et al*., 2018). We first mapped BS‐seq reads to reference genome of tea, potato and tomato using BSMAP v2.90 (Xi and Li, 2009). Only uniquely mapped reads were kept for further analysis. Mapped reads were permitted four mismatches per 100‐bp length. Methylation levels were calculated as weighted methylation level (Schultz *et al*., 2012). Promoter methylation levels were calculated as the average methylation levels of the DNA sequence starting at the transcription start site and counting upstream for 2000 bp. Downstream methylation levels were calculated as the average methylation level of the DNA sequence starting at the transcription end site and counting downstream for 2000 bp.

### RNA‐seq data analysis

For RNA‐seq data, we first mapped clean reads to the tea reference genome by tophat v2.1.0, (Trapnell *et al*., 2009). We kept only uniquely mapped alignments. Expression values were quantified by Cufflinks with FPKM (fragments per kilobase per million mapped reads) with default parameters (Trapnell *et al*., 2012).

### Real‐time PCR validation

Total RNA for real‐time PCR analysis was extracted from tea leaf that was the same stage for RNA‐seq following the cetyltrimethylammonium bromide (CTAB) protocol. RNA quality and quantity were each assessed, respectively, by Agilent 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA) and NanoDrop 2000 (Thermo Scientific, Waltham, MA). cDNA was synthesized from the total RNA using SuperScript II Reverse Transcriptase system (Invitrogen, Carlsbad, CA) with oligo(dT) following the manufacturer's instructions. The primers (Table 1) for real‐time PCR were designed using NCBI Primer‐BLAST tools according to cDNA sequences. Reactions were carried out on StepOnePlus Real‐Time PCR System (Applied Biosystems, Foster City, CA) using three‐step cycling conditions of 95 °C for 1 min, followed by 40 cycles of 95 °C for 15 s, 60 °C for 30 s and 72 °C for 30 s. After the amplification steps, the melting curve was determined for each primer pair at a final stage of 15 s at 95 °C, 15 s at 60 °C and 15 s at 95 °C to verify the presence of only one specific product. Relative quantification was performed with the 2‐ΔΔCT method. Teaβ‐actin gene (Forward primer: 5′‐GCCATCTTTGATTGGAATGG‐3′, Rverse primer: 5′‐GGTGCCACAACCTTGATCTT‐3′) was used as reference for messenger RNA (mRNA) expression. The Pearson correlation analysis of RNA‐seq and qRT‐PCR was performed by R software (www.r-project.org).

### Homologous gene and collinear regions identification

Homologous genes of tea tree genome were identified by MCScanX (Wang *et al*., 2012), which is an algorithm that can simultaneously scan multiple genomes to identify homologous chromosomal regions and subsequently align these regions by using genes. Collinear regions among tea, potato and tomato were also identified by MCScanX with default parameters, and orthologous genes pairs were extracted from collinear regions.

### Correlation analysis of methylation data

Correlation between biological replicates of BS‐seq was calculated as methylation levels of total Cs in 2000 bp regions. First, tea tree genome was splited into 2000 bin bins, and methylation levels were calculated as the average #C/(#C+#T) for all cytosines in each bin, #C is the number of C reads and #T is the number of T reads. Then, Pearson correlation coefficients were calculated between the two biological replicates.

Correlation analysis between orthologous gene pairs of tea and tomato/potato was performed by corr.test() of R project. DNA methylation level was first calculated of each gene in tea, tomato, and tomato of CG, CHG and CHH sequence contexts. Then, smooth scatter plots were conducted by smoothScatter() of R project (www.r-project.org).

For correlation between DNA methylation and kimura distance, the DNA methylation level of each TE was calculated by custom Perl script, and kimura distance were extracted from RepeatMasker pipeline.

### Metaplot analysis

For metaplot analysis, each gene body region was proportionally divided into 20 bins. Both upstream and downstream 2000 bp regions were also divided into 20 bins (i.e. the length of each bin is 100 bp), separately. Then, the average level of DNA methylation of each bin was calculated for all genes and plotted by R script.

## Accession numbers

The data reported in this paper were deposited in the Gene Expression Omnibus (GEO) database (accession number GSE119992).

## Author contributions

H.W. and H.Y. designed the research; H.W., L.W., Y.S. and X.C. performed the research and analysed the data; S.J. and X.C. collected the data; Q.Z. and C.Y. provided the tools; H.W. wrote the paper.

## Conflicts of interest

The authors declare that they have no conflicts of interest.

## Supporting information

**Figure S1** BS‐seq coverage shown as the proportion of cytosines that were covered by at least ‘X’ reads.
**Figure S2** Correlation analysis between replicates in the CG, CHG and CHH sequence contexts.
**Figure S3** DNA methylation pattern comparison between tea and other plants.
**Figure S4** DNA methylation correlations between Watson and Crick strand in CG and CHG symmetrical sequence contexts in the tea, potato and tomato genomes.
**Figure S5** DNA methylation levels of gene body and flanking regions for five group genes.
**Figure S6** Distribution of DNA methylation levels of orthologous gene pairs between tea and tomato/potato.
**Figure S7** Distribution of Kimura distances of different types of transposons.
**Figure S8** Reduced DNA methylation levels of transposons over evolutionary time.
**Figure S9** Expression correlation between RT‐PCR and RNA‐seq of 37 DNA methylation pathway related genes.

**Table S1** Summary of BS‐seq reads mapping.
**Table S2** The qRT‐PCR primers and 2^−ΔΔCT^ value.

How the deposited data were processed for this re-analysis (not part of the article)

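Young leaf of tea was studied by whole genome bisulphite sequencing in 2 replicates and by RNA-seq in 2 replicates. Only the RNA-seq values were analysed here; the bisulphite sequencing and the RT-PCR were not analysed here, so no methylation level was computed and the relations between methylation and expression in Figures 2 and 3 carry no data of their own.

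The authors mapped the RNA-seq reads to the tea genome with TopHat, kept uniquely mapped alignments, quantified expression with Cufflinks with default parameters and deposited FPKM values, 1 for each gene identifier and replicate, with the mean of both replicates. The paper's text does not name the version of Cufflinks or the annotation used. The deposited mean equals the mean of the replicate columns within a relative difference of 5e-06, and it is the value that Table 1 prints for all 37 genes. FPKM values are not counts, so no count model was used. No read counts were used here and the depth of each library is unknown; the ratio of low values gives a depth of replicate 2 of 1.10 times that of replicate 1, and no interval for counting error could be computed. The precision of a value is therefore given by the SD of the 2 replicates alone. The table used here holds no gene at 0 in both replicates, so genes without fragments do not enter the first group, the lowly expressed genes or the random lists. None of the per-sample columns was left out.

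From the deposited FPKM values, the mean of the replicates was taken for each gene. A gene of Table 1 was counted as expressed from a mean FPKM of 0.5, the limit of the first expression group in Figure 2, since the paper's text gives no other limit. Expression groups followed the legend of Figure 2, with genes under 0.5 in the first group and the rest in 4 groups of equal size, and lowly and highly expressed genes followed the legend of Figure 3. Comparisons between the replicates used log2(FPKM + 1), with a pseudocount of 1, which understates differences of low genes. The median of the Table 1 genes was compared with 10000 random lists of the same size. Protein length and FPKM were compared across the 37 genes by a two-sided permutation test with 100000 resamples of Spearman's rho and of Pearson's r of log2 values, and the 2 p-values were adjusted by the Benjamini-Hochberg method. Limits for the share of genes in the same group are 95% Wilson intervals. There is 1 condition, so no comparison between conditions was made and no multiple testing across genes arose.

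The named genes were chosen by a rule set before the data were examined: all 37 genes of Table 1; the 2 genes with the highest mean FPKM; and, among genes with a mean FPKM of at least 1, the 2 with the largest and the 2 with the smallest log2 ratio of replicate 2 to replicate 1. Genes outside Table 1 are given by identifier, since 0 of the 27554 identifiers matched the RefSeq gene table of Camellia sinensis and no coordinates or gene lengths were used.

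The alternatives were limits of 0.1 and 1, pseudocounts of 0.1 and 0.01, rescaling each replicate to a sum of 1000000 (TPM), a geometric mean of FPKM + 0.01, filters on low values, other pools for the random lists, and leaving out each replicate. Also tried, after the data were examined, were leaving out genes whose value is exactly repeated by another gene in a replicate, and counting identifier numbers without a gene in the table used here as genes at 0. The functions were tested on simulated data. A simulated depth ratio of 1.2 among 19938 genes came back as 1.20, and of 200 pairs of unrelated lists 4.5% had a permutation p under 0.05. Of 31 simulated short genes listed at 0 in 1 replicate with a mean of at least 5, 96.8% had a repeated value. These simulated genes shared a few extremely short lengths, so repeated values were nearly built in. The 96.8% therefore shows only that the function finds repeats, and it does not test the lengths of the real genes. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.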

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

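Both tests in this part were chosen after the values had been seen. The gene CSA026348, which the paper does not discuss, held 21.3% of the sum of mean FPKM over the 27554 genes, with 22.1% in replicate 1 and 20.5% in replicate 2. It stood out against CSA025956, the next gene, with 3.53%. The 10 highest genes together held 37.0% and the 100 highest 55.7%. There are no control samples to set this against.

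Very few fragments on a very short gene can give a high FPKM. Such a value would be repeated exactly by other genes or vary widely between the replicates. The value of CSA026348 was not repeated in either replicate, and its log2 ratio of replicate 2 to replicate 1 was -0.19, where the replicate SD of the 11217 genes with a mean FPKM of at least 5 and no repeated value was 0.18. The highest repeated value in either replicate was an FPKM of 964. A single gene does not exclude this explanation, which stays open. The effect of gene length was open as well, since 0 of the identifiers had a length in the annotation used here and FPKM divides by length. The files do not pair the identifier with a name, and no biological explanation was tested.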

How the results depend on the processing

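The alternatives were set before the data were examined, except for those named as added. The count of 37 expressed genes of Table 1 held under all of its alternatives but the limit of 1, which left 36. The median FPKM of these genes moved by less than the replicate SD under TPM and the geometric mean. So did its percentile among random lists, which moved beyond the SD for lists from genes with a mean FPKM of at least 0.5, to 20.0. Leaving out 1 replicate gave medians of 4.89 to 5.50 and percentiles of 59.1 to 72.0, and with 2 replicates such shifts are nearly bound to stay under the SD, so they do not speak for stability. No gene was at 0 in both replicates, so the filter on genes with a mean above 0 moved nothing.

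The medians of the groups and the limits of the lowly and highly expressed genes had very small SDs between replicates, so small shifts count as changes here. Leaving out 1 replicate gave 4.30 to 4.31 for the median FPKM of the third group, 31.7 to 32.8 for that of the fifth, 1.79 to 1.82 for the upper limit of the lowly expressed genes, 8.99 to 9.03 for the lower limit of the highly expressed genes and -0.243 to -0.232 for rho of protein length and expression. Rescaling to TPM gave 4.15 and 30.8 for the medians of the third and the fifth group and 1.81 and 8.69 for the limits; it lowers values by construction. The geometric mean gave 5420 genes in the first group, 4.37 for the median of the third group and 1.72 and 8.84 for the limits. A limit of 0.1 gave 1733 genes in the first group, medians of 3.01 and 28.1 and 81.8% of genes in the same group in both replicates. A limit of 1 gave 6878 genes in the first group, medians of 5.21 and 35.0 and 84.2%.

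Pearson's r between the replicates was 0.933 with a pseudocount of 0.1, 0.866 with 0.01, 0.949 for genes with a mean of at least 0.5 and 0.985 for genes above 0 in both replicates. Spearman's rho was 0.944 and 0.982 in these sets of genes. The relation of protein length and expression had a permutation p between 0.147 and 0.228 under its alternatives, with the lowest value without replicate 1.

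The added alternative without genes whose value is exactly repeated in a replicate gave 2565 genes in the first group, medians of 5.04 and 35.8, limits of 2.91 and 10.9, 87.5% of genes in the same group, r of 0.989 and rho of 0.987. It leaves out many low genes, which raises the medians and limits by construction. Counting identifier numbers without a gene in the table used here as genes at 0, also added, gave 14292 genes in the first group and limits of 0.206 and 5.70. The median FPKM of the first group would then be 0, which the log scale of Figure 2a does not hold. Values of 0 may have been left out of that drawing, so Figure 2a does not settle whether the paper's first group included such genes.

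Of the single Table 1 genes, 23 moved by less than their replicate SD under TPM and 14 by more, where the factors from FPKM to TPM were 0.934 and 0.989. Leaving out 1 of 2 replicates always moves a single mean by less than its SD and tests nothing. No paired analysis was possible because only the RNA-seq group has values here and no groups were compared. The unknown depth limits what can be said of genes with few fragments.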

Differences from the paper's values

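The FPKM values of all 37 genes in Table 1 are the deposited means, and no value of the paper differed from the values computed here beyond the limits set. The paper describes the expression of the Table 1 genes as relatively high. Their median FPKM of 5.29 lay at percentile 66.6 of random lists from all listed genes, within the range of 1.97 to 8.65 that held 95% of the lists. It lay at percentile 20.0 of lists from genes with a mean FPKM of at least 0.5. Lists that also drew genes at 0 in both replicates were not tried and would give a higher percentile, so the description is not decided here.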

Other observations

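The tests of genes listed at 0 and of repeated values in this part were chosen after the values had been seen. The relation of protein length and expression was set before the data were examined. Of the 2063 genes listed at 0 in exactly 1 replicate, 137 nevertheless had a mean FPKM of at least 5, and their FPKM in the other replicate reached from 10.2 to 393. The fifth expression group held 46 of them. Of all 2063 genes, 1082 were listed at 0 in replicate 1 and 981 in replicate 2. Of the 137 genes, 50.4% were listed at 0 in replicate 1 and the rest in replicate 2. A lower depth of replicate 1 cannot account for the genes at 0 in replicate 2. At a depth ratio of 1.10 it would move the split only slightly, so a small contribution to the 137 genes stays open. A candidate explanation is that these genes are very short, so that a few fragments give a high FPKM. A whole number of fragments over the same short length gives the same value to the last digit, and 93.4% of the 137 genes (128) had a value in the other replicate that another gene also had, against 12.3% of the genes nearest in FPKM that were above 0 in both replicates.

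Repeated values were rarer among genes that were not chosen for a 0. Of the 13068 genes above 0 in both replicates with a mean FPKM of at least 5, 1851 (14.2%) had an exactly repeated value in a replicate. Rounding to the printed digits is argued against as the main source, since shifting all values by random factors of up to 1% left a mean of 483 such genes (3.70%) and at most 551 in 100 draws. Gene copies that received the same reads would share their value in both replicates, and 6.16% of the 1591 pairs of genes with the same value in a replicate did so. Only uniquely mapped alignments were kept, however, so reads that fit several near-identical copies were not counted. Such copies need not share a value, and this share cannot decide whether they contribute. The double of a repeated value was listed for 30.7% of the 1112 distinct repeated values, against 7.28% to 13.1% for 6 other multiples near it, which is consistent with small whole numbers of fragments. Of these genes, 25.2% of the 480 with a repeated value in both replicates differed by more than 1 on the log2 scale, against 7.0% of the 1371 with one in 1 replicate and 0.713% of the 11217 with none. The replicate SD was 0.64, 0.41 and 0.18 on the log2 scale. Part of the highly expressed groups may thus rest on few fragments. A repeated value does not by itself mark a short gene. Of the 19 genes of Table 1 with a mean FPKM of at least 5, 3 (CLSY1/CLSY2, KTF1 and HDA6) had a repeated value, each in 1 replicate and with 1 other gene, and their proteins have 471 to 1493 amino acids. Gene lengths beyond Table 1 were not used here, so that the other genes are short stays untested, and no biological difference between the leaf replicates was tested.

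In the fifth group, 668 of 5664 genes (11.8%) had a repeated value, and the replicate SD fell from 0.47 to 0.24 on the log2 scale when they were left out. The genes with the largest differences between the replicates were not all of this kind. CSA017156 and CSA010118 each shared their value above 0 with 1 other gene. The FPKM of 990 of CSA005098 in replicate 1 was not repeated, while 10 genes including CSA005098 had its value of 3.45 in replicate 2. The FPKM of 393 of CSA027119 in replicate 2 was not repeated, and 9 of the 137 genes had no repeated value. No other explanation for these was tested.

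Table 1 gives the protein length and the FPKM of each gene. Across its 37 genes, which are not independent replicates, longer proteins did not go with a clearly different expression. Spearman's rho was -0.233 (two-sided permutation test, p = 0.164, adjusted p = 0.168) and Pearson's r of log2 values was -0.231 (p = 0.168, adjusted p = 0.168), with 2 relations tested. Without the 2 genes whose protein length is farthest from the median, rho was -0.208 and r was -0.209.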
